A study of Mus musculus with 2 samples. Its data were reported in "Tenascin C+ papillary fibroblasts facilitate neuro-immune interaction in a mouse model of psoriasis" (2023).

How the data were processed

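Single-cell RNA sequencing was carried out by the authors on dermal cells sorted as live, CD45-negative and tdTomato-positive from reporter mice whose Pdgfra-expressing cells had been labelled. There was 1 library from untreated skin (UT) and 1 from skin treated with imiquimod (IMQ) for 7 days. Libraries were made with the Chromium 3′ kit, version 3, in which each captured poly(A) transcript receives a cell barcode and a unique molecular identifier (UMI). The authors deposited, per library, a matrix of UMI counts per gene and barcode as written by Cell Ranger, with no normalisation. Per the file headers, the UT counts came from Cell Ranger 3.0.0 and the IMQ counts from version 3.1.0. Before any filter the IMQ matrix held fewer barcodes than the filtered IMQ cells counted by the study, so it is not known whether it is the matrix the study analysed. The genome build and annotation were not stated. Of the 31053 gene identifiers in the files, 31011 were found in the GENCODE M21 annotation of GRCm38, and all coordinates are from that annotation. Whether the counting used strand was not stated, so genes that overlap on either strand are named.

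The counts were filtered as in the study's methods. Barcodes with fewer than 200 or more than 5000 detected genes, or with more than 5% of UMIs from mitochondrial genes, were left out. Doublets were scored per library with Scrublet (scanpy 1.11.5), and the top-scoring share expected at 0.8% per 1000 barcodes was removed. The study used another caller, DoubletFinder, in this step. The 2 libraries were integrated and clustered in Seurat 5.3.0 under R 4.3.3 with 2000 variable genes, 30 dimensions for the anchors, 20 principal components and a resolution of 0.5. The 13 genes fixed for the comparison were left out of the variable genes, since their levels were compared between clusters and libraries. Of these, 11 are named in the text of the study. The other 2, Crabp1 and Cyp26b1, had been read from a picture of the study's plots when the list was fixed. Their values are therefore not reported as results of that comparison, and Crabp1 appears below only through the ranking of all genes.

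Cell types were named from marker lists fixed before the data were examined. A cluster was named for a type other than fibroblasts when at least 3 markers of that 1 type were enriched at a log2 ratio of 2 or more over the other clusters, with at least 10 UMIs and 20 CPM added, and at least 3 of these were seen in at least 20% of its cells. A cluster with 3 enriched markers of another type that were seen in fewer cells, or of more than 1 other type, stayed unnamed. Any other cluster with at least 3 of 7 fibroblast markers in at least 20% of its cells was called fibroblast-like. These limits, unlike the markers, were set after the clusters had been seen, and under a first version without the condition on 20% of cells 1 of the unnamed clusters had been named keratinocyte-like. It was outside the fibroblast-like class under both versions.

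UMI counts were summed per library over fibroblast-like cells and divided by the library's total and scaled to a common total (CPM). Each sum has an exact Poisson interval, each share of cells an exact binomial (Clopper-Pearson) interval and each ratio of sums an exact conditional binomial interval, all at 95% and computed with scipy 1.17.1. These intervals cover counting error only and hold no variation between mice. Those of sums and ratios take each UMI as independent. They therefore also leave out variation between cells, such as many UMIs of a gene in 1 cell. A count of 0, in a sum or a share, is given with the upper limit of its interval. With 1 library per group, no test was run, no p-value is given and no number of changed genes is reported. Where 1 library had 0 counts, the fold was taken with 3 counts in place of the 0. The exact upper limit of 0 counts is 3.69, so such a fold is not a 95% limit. Where both libraries had at most 3 counts no fold is given.

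For shares of cells with a UMI, each cell was thinned at random to 400 UMIs, the 10th percentile of kept cells in the shallower library rounded down to a multiple of 100, and shallower cells were left out. A background share was planned in endothelial-like cells, but no such cluster was found, and an unnamed cluster led by class II genes was used in its place. Gene lists were summarised by the median log2 ratio of members with at least 10 UMIs, with 1 CPM added to each library, and by its percentile among 10000 random lists of the same size drawn from the same 20 bins of mean expression. Lists covered the interferon response, the IL-17 and NF-kB response, dissociation stress, proliferation, neurotrophic and axon guidance genes, the interstitial matrix, and general, dermal papilla, dermal sheath, papillary, fascial and reticular fibroblast markers. The matrix list shares 3 genes with the general fibroblast list, the neurotrophic list 1 with the fascial list, and 1 general fibroblast marker and 2 IL-17 and NF-kB genes are among the 11 genes from the text of the study. The genes reported below are these 11 and, among genes with at least 100 CPM in the higher library that are neither mitochondrial nor ribosomal protein genes, the 10 highest and 10 lowest log2 ratios with 1 CPM added. For each, the last 500 nucleotides of the longest transcript were searched with BLAST 2.17.0 against all transcripts, for matches of at least 95% identity over at least 100 nucleotides in another gene.

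Alternative settings were fixed together with the markers and lists. For cells, they were a minimum of 500 genes, a mitochondrial maximum of 10%, no maximum of genes, no doublet removal and all kept cells. Scalings were TMM (edgeR 4.0.16), median-of-ratios (DESeq2 1.42.0), CPM without mitochondrial and ribosomal protein genes, and the mean over cells of counts per 10000. Other ranking rules, another thinning depth and other clusterings were fixed then too. The edgeR and DESeq2 packages gave scaling factors only. Added after the data had been seen were all deposited barcodes, barcodes with at least 10 Malat1 UMIs, CPM that also left out Gm42418 and AY036118, and sums without the barcode that held the most UMIs of a gene.

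The functions for ratios, ranks and lists were tested on simulated data, with counts drawn for 31053 genes of which 200 were changed by known ratios between 2 libraries. The 95% interval held the true ratio for 97% of the changed genes, and all of the 20 genes named by rank were changed ones. Of 200 simulated lists of unchanged genes, 93.5% lay between percentiles 2.5 and 97.5. The simulated counts were independent Poisson draws per gene. They held no UMIs piled up in single cells and no shift in composition between libraries. The simulation therefore tests the computation and does not show that the intervals hold for these data.

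Depth limits what can be seen. Fibroblast-like cells held 887845 UMIs in UT and 390145 in IMQ, so that a gene with no UMI could have up to 4.15 CPM in UT and 9.46 CPM in IMQ. Samples were grouped by their treatment label. The immune cell and human data of the study were not analysed here.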

Results

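Dermal cells of the Pdgfra lineage were profiled by single-cell RNA sequencing in untreated skin (UT) and in skin treated with imiquimod (IMQ) for 7 days. Imiquimod is a Toll-like receptor agonist whose cream induces psoriasis-like inflammation in mice. The mice were 8 weeks old and carried a reporter in which tamoxifen turns on tdTomato in cells that express Pdgfra, the receptor gene used to mark fibroblasts. Live cells positive for tdTomato and negative for the leukocyte antigen CD45 were sorted from the dermis. There was 1 library per group, so no value here has a replicate, no spread between mice could be estimated and no test was run. The intervals given are exact 95% intervals of the counts and cover counting error only. Those of sums and ratios take each UMI as independent, so they are too narrow where a few cells hold most UMIs of a gene. The UT matrix held 1415 barcodes with 1524079 unique molecular identifiers (UMIs), and the IMQ matrix held 5047 barcodes with 2358303 UMIs. The median barcode carried 694 UMIs from 359 genes in UT and 355 UMIs from 140 genes in IMQ. Before any filter, the IMQ matrix held fewer barcodes than the filtered IMQ cells that the study counted, so whether it is the matrix the study analysed is not known. Every IMQ value here describes the deposited matrix.

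The first comparison was of the cells that each library contributed after the cell filters of the study. Of the deposited barcodes, 1033 in UT and 548 in IMQ were kept. These were 73.0% of the UT barcodes (exact binomial interval 70.6% to 75.3%) and 10.9% of the IMQ barcodes (10.0% to 11.7%). In IMQ, 3621 barcodes had fewer than 200 detected genes and 3343 had more than 5% mitochondrial UMIs, and a barcode could fail both. In UT, 64 barcodes fell under the gene minimum and 332 exceeded the mitochondrial maximum. The doublet step removed a further 12 barcodes in UT and 23 in IMQ. Kept cells had a median of 733 UMIs and 387 genes in UT and of 655 UMIs and 272 genes in IMQ. A minimum of 500 genes moved these counts most, to 300 cells in UT and 36 in IMQ.

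**Figure D1:**
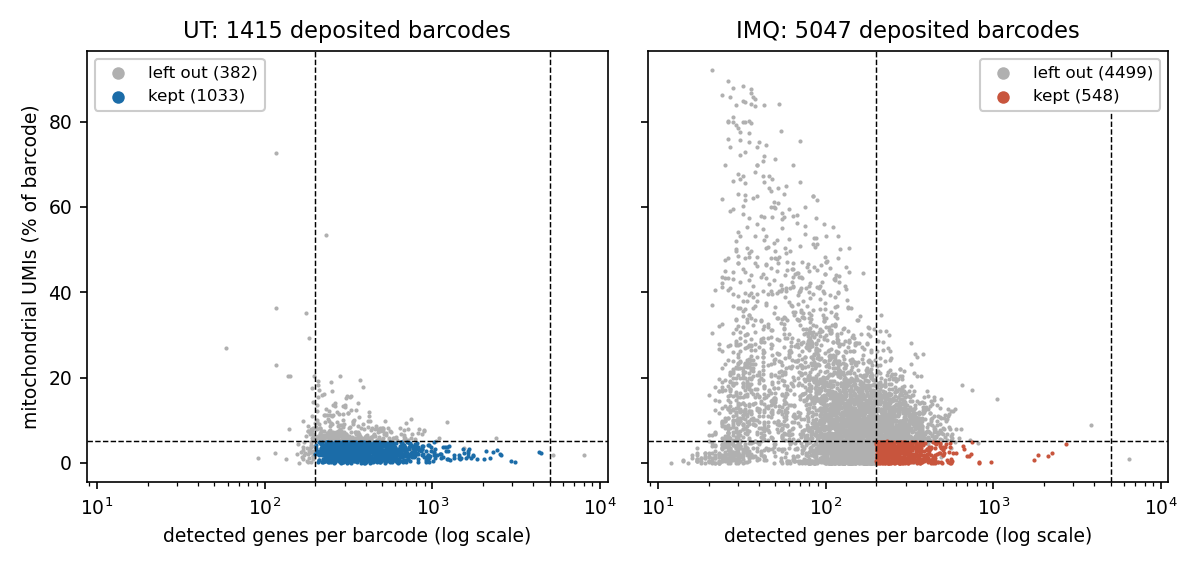
Detected genes per barcode (log scale) against the share of mitochondrial UMIs (% of the barcode) in the UT and IMQ libraries, 1 point per deposited barcode, with the limits of the cell filter as dashed lines. Coloured points are the 1033 UT and 548 IMQ barcodes that were kept, and most IMQ barcodes lie below 200 genes or above 5%.

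The libraries differed in composition before any gene was compared. The transcript Gm42418 took 1.37% of the UMIs of kept UT cells and 14.5% of those of kept IMQ cells. Its share per kept cell had a median of 1.09% in UT and 14.7% in IMQ, and the 5th percentile in IMQ, 5.82%, lay above the 95th percentile in UT, 2.80%. Gm42418 (ENSMUSG00000098178) is annotated as a long intergenic noncoding RNA on the plus strand of chromosome 17, from 39846958 to 39848788 in the GENCODE M21 annotation of GRCm38. On the other strand it overlaps AY036118 and CT010467.1, a gene annotated as ribosomal RNA, so UMIs of these genes are uncertain as to gene. Mitochondrial genes took 2.43% of the UMIs of kept UT cells and 2.41% of those of kept IMQ cells, which the 5% maximum holds low, and 3.29% and 9.99% over all deposited barcodes. Over the 6633 genes with at least 10 UMIs in fibroblast-like cells, the median log2 ratio of IMQ over UT was -0.62 in CPM, the UMIs of a gene scaled to a common total per library. TMM scaling moved this median to -0.19, median-of-ratios scaling moved it to -0.24, and leaving out mitochondrial, ribosomal protein, Gm42418 and AY036118 UMIs moved it to -0.36. Ratios are therefore also given relative to the median gene.

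**Figure D2:**
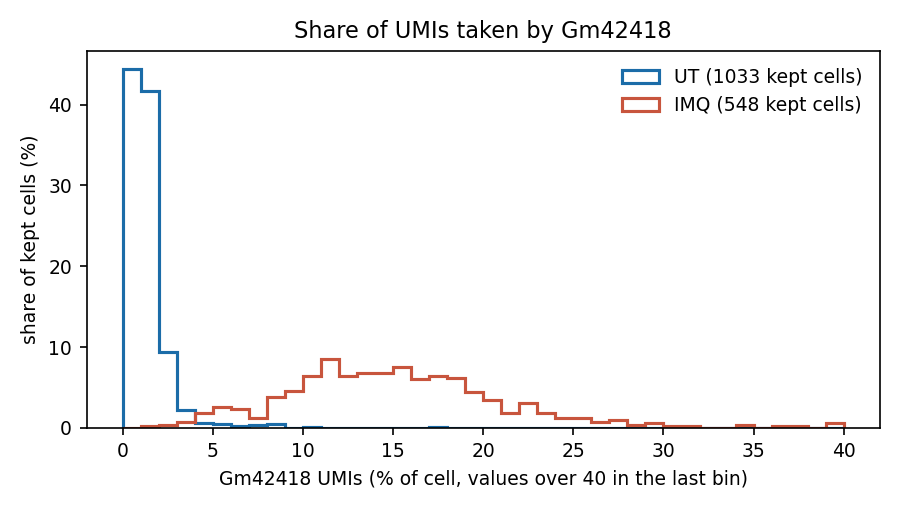
Distribution over kept cells of the share of a cell's UMIs (%) that came from Gm42418, as the percentage of the kept cells of the UT (1033 cells) and IMQ (548 cells) library in bins of 1%. The medians were 1.09% in UT and 14.7% in IMQ.

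Integration and clustering of the kept cells, with the 13 genes fixed for the comparison left out of the variable genes, gave 5 clusters. Clusters 1, 2 and 3 each had 6 of the 7 fibroblast markers in at least 20% of cells, were enriched for no other cell type, and were called fibroblast-like. The limit of 3 markers alone does not separate them, since the 2 other clusters passed it too, cluster 4 with 7 markers and cluster 5 with 4, and none of the 10 leading genes of clusters 1 and 3 was a fibroblast marker. Summed over the 7 markers, clusters 1, 2 and 3 had 63087 CPM (62287 to 63894), 121510 CPM (120506 to 122521) and 130650 CPM (129584 to 131722), against 18836 CPM (18264 to 19420) in cluster 4 and 14275 CPM (12840 to 15826) in cluster 5. Pdgfra itself had a UMI in 0.691%, 3.47% and 3.69% of the cells of clusters 1, 2 and 3, at median depths of 583, 744.5 and 936 UMIs, and in 42.5% of the deeper cells of cluster 4. Together they held 975 UT cells and 531 IMQ cells. Cluster 4 held 33 UT cells, or 3.19% (2.21% to 4.46%), and 7 IMQ cells, or 1.28% (0.515% to 2.61%). It stayed unnamed because it had 5 enriched keratinocyte markers, of which only 1 was seen in at least 20% of its cells. All 7 fibroblast markers were seen in at least 20% of its cells, but the rule did not count them in such a cluster. Its median depth was 3770.5 UMIs, the highest of the 5 clusters. Cluster 5 held 25 UT cells, 2.42% (1.57% to 3.55%), and 10 IMQ cells, 1.82% (0.878% to 3.33%). It was led by Cd74 and the class II genes H2-Ab1, H2-Aa and H2-Eb1, and it too stayed unnamed, since only 1 of its 4 enriched myeloid markers was seen in at least 20% of cells. These class limits were set after the clusters had been seen. None of the 5 clusters was enriched for at least 3 endothelial markers. Cluster 1 held 400 UT and 179 IMQ cells, cluster 2 held 347 and 201, and cluster 3 held 228 and 151. No difference in these sizes is read as a difference between groups, since the leading genes of the clusters differed between libraries as well. Merging the libraries without integration split the fibroblast-like cells by library, with 552 UT and 24 IMQ cells in the first cluster and 24 UT and 247 IMQ cells in the third. Other settings gave from 4 to 7 clusters, with 7 at a resolution of 0.8.

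Tnc, which encodes the matrix protein tenascin-C, was the gene at the centre of the study, and the question was whether fibroblasts of IMQ skin carried more of it. Tnc (ENSMUSG00000028364) lies on the minus strand of chromosome 4, from 63959785 to 64047015, and overlaps 8030451A03Rik on the other strand. No Tnc UMI was counted in fibroblast-like cells of either library. The 887845 UMIs of the 975 UT cells allow up to 4.15 CPM and the 390145 UMIs of the 531 IMQ cells up to 9.46 CPM. No ratio is given, because both sums were at or under 3 counts, and a difference between the libraries was not detectable at this depth. Among all kept cells there were 3 Tnc UMIs in UT and 0 in IMQ. The 3 lay in 2 of the 33 UT cells of the unnamed cluster 4, the deepest cluster, where 42.5% of cells had a Pdgfra UMI. The class limits left that cluster out of the fibroblast-like class, so the 0 in UT depends on them. Over all deposited barcodes, a setting chosen after the data were seen and the one that moved the sums most, UT had 12 Tnc UMIs in 3 barcodes, 9 of them in 1 barcode. IMQ had 4 Tnc UMIs in 4 barcodes, and none of these 4 barcodes passed the filters. The 0 of the IMQ cells holds for the deposited matrix only, with the limit on that matrix given above.

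Coch, which encodes cochlin, was the gene that the study paired with Tnc. The study reported both genes higher in IMQ than in UT dermis, by qPCR and by immunoblot of the proteins. Those measures were of dermis from several mice per group, not of sorted cells. The lower Coch below runs the other way. It rests on 1 library per group and on an IMQ matrix that may not be the study's. Coch (ENSMUSG00000020953) lies on the plus strand of chromosome 12, from 51593341 to 51605771. Fibroblast-like cells held 124 Coch UMIs in UT, 140 CPM (Poisson interval 116 to 167), and 5 in IMQ, 12.8 CPM (4.16 to 29.9). The log2 ratio of IMQ over UT was -3.45, with a counting interval from -5.09 to -2.18, and it was -2.82 relative to the median gene. The UT sum came from 20 cells, and 1 of them carried 39 UMIs, 31.5% of the total. Without that cell the log2 ratio was -2.91 (-4.56 to -1.63). Among the settings fixed beforehand, a mitochondrial maximum of 10% moved the ratio most, to -1.90 (-2.58 to -1.28). Over all deposited barcodes UT had 230 and IMQ 244 Coch UMIs, and the log2 ratio was -0.54 (-0.81 to -0.28), with 68 of the 244 IMQ UMIs in 1 barcode.

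The study described fibroblasts marked by both genes, and shares of cells with a UMI of either gene or of both were therefore compared. In UT, 20 of 975 fibroblast-like cells had a Coch UMI, 2.05% (1.26% to 3.15%), and in IMQ 5 of 531 did, 0.942% (0.306% to 2.18%). The median depth of these cells was 723 UMIs in UT and 653 in IMQ. After each cell was thinned to 400 UMIs, 18 of 913 UT cells, 1.97% (1.17% to 3.098%), and 4 of 501 IMQ cells, 0.798% (0.218% to 2.03%), had a Coch UMI, with 62 UT and 30 IMQ cells left out as shallower. The intervals overlapped before and after thinning. No fibroblast-like cell had a Tnc UMI or both transcripts, which allows a share of up to 0.378% in UT and 0.692% in IMQ. In cluster 5, led by class II genes and taken here as the cells least apt to carry Coch, 0 of 25 UT cells and 0 of 10 IMQ cells had a Coch UMI, at median depths of 411 and 562 UMIs. These cells were too few for a background share, since 0 of 25 allows up to 13.7% and 0 of 10 up to 30.85%. A minimum of 500 genes moved the Coch shares most, to 1.15% in UT and 0% in IMQ.

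The cluster with the highest Coch level over both libraries together was cluster 1, at 324 CPM, and this rank was set by UT. In IMQ alone, the unnamed cluster 4 had 4 Coch UMIs of 39505, cluster 3 had 2 of 123766 and cluster 1 had 2 of 121560. In cluster 1, Coch was at 470 CPM in UT (120 UMIs) and at 16.5 CPM in IMQ (2 UMIs). Tnc was at 0 of 255240 UMIs in UT, which allows up to 14.5 CPM, and at 0 of 121560 UMIs in IMQ, which allows up to 30.3 CPM. The Tnc sum of the Coch-high cluster was also 0 in both libraries under each of the 7 alternatives that could be run, but most of these hold no other outcome, since fibroblast-like cells had no Tnc UMI to begin with. Only with a mitochondrial maximum of 10% was there 1 Tnc UMI in a fibroblast-like cluster, in IMQ and outside the Coch-high cluster. With the 13 genes allowed among the variable genes, 21 UT cells and 1 IMQ cell formed a separate cluster with 114 Coch UMIs in UT and 0 in IMQ.

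The text of the study names 9 further genes. It reported all of them but Pdgfra as higher in IMQ-induced fibroblasts in general. Pdgfra is its lineage marker, which it measured by qPCR of the dermis. Plac8 had 0 UMIs in UT and 18 in IMQ, 13.7-fold higher with 3 counts in place of the 0. Its interval lay above a log2 ratio of 3.32. However, 12 of the 18 came from 1 cell. Without that cell Plac8 was 4.57-fold higher with 3 counts in place of the 0, and the interval lay above 1.43. The intervals of Pdgfra (-0.45, from -1.64 to 0.62), Plin2 (-0.75, from -1.85 to 0.24), Cd44 (1.19, from -0.43 to 2.80) and Cxcl12 (0.43, from -0.10 to 0.94) covered a log2 ratio of 0. Relative to the median gene the Cxcl12 ratio was 1.05. Whether the Cxcl12 interval covered 0 depended on the setting. It lay above 0 in cells with at least 500 genes (1.30, from 0.22 to 2.25), with a mitochondrial maximum of 10% (0.53, from 0.11 to 0.96), with TMM scaling (0.88, from 0.35 to 1.39), with median-of-ratios scaling (0.83, from 0.30 to 1.34), in CPM without mitochondrial, ribosomal protein, Gm42418 and AY036118 UMIs (0.70, from 0.18 to 1.21), and without the UT cell with the most Cxcl12 UMIs (0.58, from 0.05 to 1.10). The interval covered 0 without the IMQ cell with the most Cxcl12 UMIs (0.34, from -0.19 to 0.86). It also covered 0 over all kept cells (0.09, from -0.39 to 0.56) and all deposited barcodes (-0.03, from -0.35 to 0.29). In the kept and the deposited set alike, 1 kept UT cell outside the fibroblast-like class held 36 of the UT Cxcl12 UMIs. Without that UT cell the log2 ratio was 0.56 (0.05 to 1.05) over all kept cells and 0.39 (0.04 to 0.74) over all deposited barcodes. Without the top barcode of both libraries these intervals covered 0 again, at 0.48 (-0.04 to 0.98) and 0.31 (-0.04 to 0.67). The Cd44 interval lay above 0 with TMM scaling (1.64, from 0.02 to 3.25). The Plin2 interval lay below 0 over all deposited barcodes (-0.91, from -1.51 to -0.32), and that of Pdgfra above 0 in barcodes with at least 10 Malat1 UMIs (1.61, from 0.59 to 2.62). Ccl7 had 8 UMIs in UT and 0 in IMQ, a difference within counting error. Il6, Ccl2 and Cxcl1 had at most 2 UMIs in either library and no ratio is given. Over all kept cells there were more. Cxcl1 had 4 UMIs in UT and 24 in IMQ, but 23 of the 24 came from 1 cell outside the fibroblast-like class. Il6 had 0 and 5, of which 4 came from 1 such cell, and Ccl7 had 8 and 7. Plac8 had 3 and 18 there, a log2 ratio of 3.89 (2.12 to 6.30), or 2.31 (0.09 to 4.94) without the cell with 12 UMIs. Over all deposited barcodes Cxcl1 had 13 UMIs in UT, 9 of them in 1 barcode, and 32 in IMQ, 23 of them in 1 barcode. The log2 ratio was 0.67 (-0.30 to 1.72), or -1.16 (-2.56 to 0.18) without that IMQ barcode. It was 2.34 (0.85 to 4.30) without that UT barcode and 0.52 (-1.32 to 2.67) without both. Il6 had 0 and 9 there, Ccl2 had 1 and 4, and Ccl7 had 12 in each. Pdgfra overlaps Mir7025 on its own strand and Gm42802 and Gm42803 on the other, Cd44 overlaps Gm23731 and Ccl2 overlaps Gm17268 on the other strand. Restricting Pdgfra to cells with at least 500 genes moved its ratio most among the settings fixed beforehand, to 1.43, with an interval from -1.01 to 3.27.

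**Figure D3:**
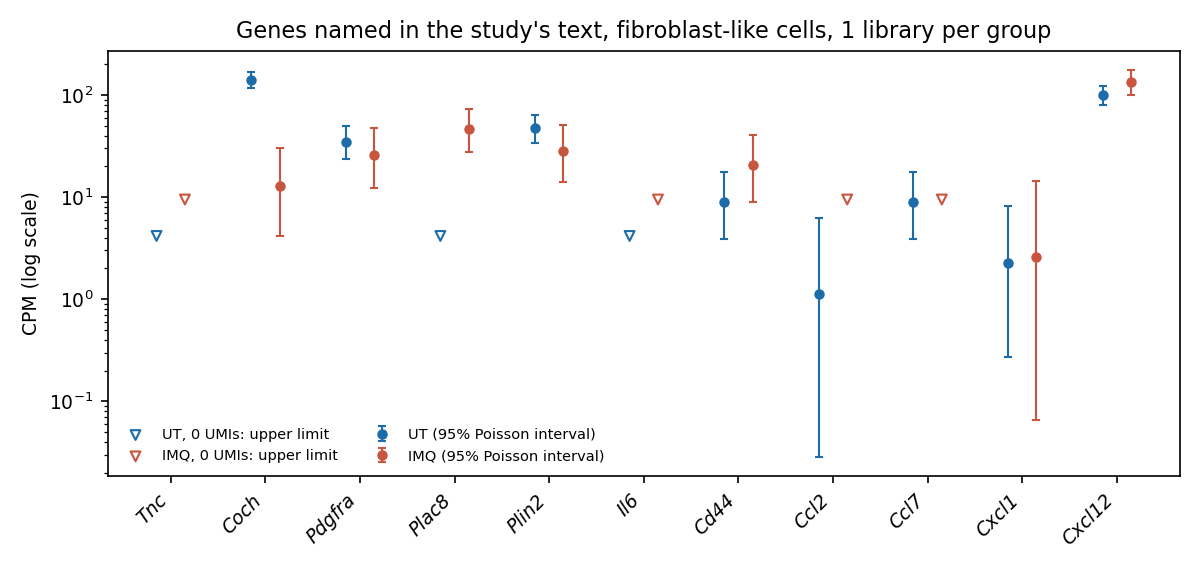
CPM (UMIs scaled to a common total per library, log scale) of the 11 genes named in the text of the study in fibroblast-like cells of the UT and IMQ library, with exact 95% Poisson intervals and open triangles at the upper limit where no UMI was counted. Coch was at 140 CPM in UT and 12.8 CPM in IMQ, and Tnc had no UMI in either library.

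Gene lists fixed with the rest of the design were set against 10000 random lists matched on size and mean expression. The 10 interstitial matrix genes had a median log2 ratio of 0.85, or 1.48 relative to the median gene, above all random lists (percentile 100), with single genes from -2.49 to 1.12. The 9 measured dissociation stress genes had a median of 0.24 at percentile 99.2, but over all kept cells the list fell to percentile 1.11. The 6 measured neurotrophic and axon guidance genes had a median of -1.50 at percentile 0.98, and over all kept cells the list lay at percentile 33.0. The 5 measured interferon response genes had a median of -0.36 at percentile 59.4, with single genes from -2.58 to 3.03. Among the fibroblast lists, the general markers lay at percentile 94.2 (7 genes, median 0.0025), papillary markers at 10.5 (7 genes, median -1.09), fascial markers at 14.2 (6 genes, median -0.90) and reticular markers at 21.1 (5 genes, median -0.78). The dermal sheath list had 3 measured genes, a median of -3.62 and percentile 0.24. Of these 3 genes 2 had no UMI in 1 library, and with them at their 3-count value the median was -0.91. The IL-17 and NF-kB response list had 1 measured gene, the proliferation list 2 and the dermal papilla list 0, too few for a median. Some other settings measured enough of their genes. Over all kept cells the IL-17 and NF-kB list lay at percentile 98.4 (4 genes, median 0.48). Its member Cxcl1 had 23 of its 24 IMQ UMIs there in 1 cell, and no percentile was computed without that cell. The proliferation list lay at 43.6 (3 genes, median -0.64) and the dermal papilla list at 37.2 (3 genes, median -0.71) over all kept cells. With a mitochondrial maximum of 10% the proliferation list lay at percentile 99.8 (3 genes, median 1.25).

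Genes were also ranked by the size of their ratio, among the 1163 genes with at least 100 CPM in the higher library. The 10 highest ratios of IMQ over UT were those of Cthrc1, Dbp, Gm42418, AY036118, Irx2, Lars2, Wfdc12, Igfbp3, Id3 and Ctla2a. Cthrc1 (ENSMUSG00000054196, chromosome 15, 39076932 to 39087121) had 3 UMIs in UT and 121 in IMQ, or 3.38 CPM (0.697 to 9.87) and 310 CPM (257 to 371). Its log2 ratio was 6.52, with a counting interval from 4.94 to 8.82, and its IMQ UMIs came from 77 cells. Dbp (ENSMUSG00000059824, chromosome 7, 45705088 to 45710203) had 6 UMIs in UT and 61 in IMQ, a log2 ratio of 4.53 (3.33 to 6.03), from 56 IMQ cells. Dbp overlaps Sphk2 on the other strand. AY036118 had a log2 ratio of 3.53 and overlaps Gm42418 and CT010467.1, and its last 500 nucleotides are identical to a transcript of CT010467.1. The 10 lowest ratios were those of Klk1b21, Spon2, Cdkn1a, Crabp1, Gm9780, Plac9b, Sdc4, Klk1b24, Nfe2l1 and Coch. Klk1b21 (ENSMUSG00000066516, chromosome 7, 44102328 to 44106583) had 205 UMIs in UT and 0 in IMQ, 30.03-fold lower with 3 counts in place of the 0. Its interval lay below a log2 ratio of -4.60. Spon2 had 104 UMIs in UT and 1 in IMQ, a log2 ratio of -5.51 (-10.83 to -3.004). The last 500 nucleotides of Gm9780 and Plac9b are identical to a transcript of Plac9a, so the division of UMIs among the 3 genes is uncertain, and their sum had a log2 ratio of -3.60 (-4.15 to -3.099). Ctla2a overlaps Gm49391 and Gm49393 on its own strand, and part of its last 500 nucleotides, over 103 nucleotides at 97.1% identity, matches transcripts of 4930511M06Rik and Olfr1307. On the other strand, Wfdc12 overlaps A730032A03Rik, Cdkn1a overlaps AC167363.2 and Plac9b overlaps Cphx3. Among the settings fixed beforehand, a minimum of 500 genes moved the highest ratios most, with 1 of the 10 genes shared, and all kept cells moved the lowest most, with 1 of 10 shared.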

Values the study reported

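The study reported that the UT dataset it integrated had 1340 cells and the IMQ dataset 9312 cells. The study found 16 subpopulations after integration. Its filters kept cells with 200 to 5000 genes and at most 5% mitochondrial content.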

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

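The tests of Cxcl12 without single barcodes, in the barcodes left out and in the other sets, and per fibroblast marker UMI took their final form, and all deposited barcodes were chosen as a setting, only after the result was seen.

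Most IMQ counts lay outside the comparisons above. The 4499 IMQ barcodes left out by the cell filters and the doublet step held 81.4% of that library's UMIs. This compares with 28.9% in the 382 UT barcodes left out. Of the 11 genes named in the text of the study, Cxcl12 alone had an IMQ interval in these barcodes that lay above that of UT. It was at 80.7 CPM in IMQ (Poisson interval 68.5 to 94.5; 155 UMIs in 121 barcodes) and at 25.01 CPM in UT (12.5 to 44.7; 11 UMIs in 8 barcodes), a log2 ratio of 1.69 (0.81 to 2.72). The log2 ratio was -0.03 (-0.35 to 0.29) over all deposited barcodes, from 139 UMIs in UT and 210 in IMQ, and 0.09 (-0.39 to 0.56) over the kept cells alone, from 128 and 55. In both of these sets 1 kept UT barcode held 36 of the UT UMIs, and without it the log2 ratio was 0.39 (0.04 to 0.74) and 0.56 (0.05 to 1.05). Without the top barcode of both libraries the intervals covered 0 again, at 0.31 (-0.04 to 0.67) and 0.48 (-0.04 to 0.98). Over all deposited barcodes the median gene was at -0.96, so that relative to it Cxcl12 was higher in IMQ there too. The IMQ barcode with the most Cxcl12 UMIs did not account for it, as the log2 ratio without it was 1.58 (0.69 to 2.61). In UT, 1 barcode held 124192 UMIs, 28.2% of those left out, and 1 Cxcl12 UMI. Without it the log2 ratio was 1.35 (0.43 to 2.44), and without both barcodes it was 1.23 (0.31 to 2.33).

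A candidate explanation that stayed open is a different mix of cells in the barcodes left out. Fibroblast markers other than Pdgfra were higher in IMQ there, by a log2 ratio of 0.78, and keratinocyte markers had 4123 UMIs in UT and 35 in IMQ. Per fibroblast marker UMI, the log2 ratio of Cxcl12 was 0.91 (0.03 to 1.94), and without the top IMQ barcode it was 0.78 (-0.10 to 1.82). The first interval alone would have argued against more fibroblast RNA as the whole cause. The condition on the top barcode was added after that value was seen, and the 11 UT UMIs are too few to decide. An effect of imiquimod, a difference between the 2 library preparations and a difference in cell mix therefore cannot be told apart here.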

How the results depend on the processing

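All deposited barcodes, barcodes with at least 10 Malat1 UMIs, and CPM without mitochondrial, ribosomal protein, Gm42418 and AY036118 UMIs were tests chosen only after results were seen. No paired analysis was possible because there was 1 library per group.

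A minimum of 500 genes kept 300 UT and 36 IMQ cells. Integration could not be run on 36 cells, so clusters and the Coch-high cluster have no value there, and other values rest on fibroblast-like cells of the original clustering with at least 500 genes. Coch had 80 UMIs in UT and 0 in IMQ, at least 2.13-fold lower. The Coch share was 1.15% in UT (0.766% thinned) and 0% in IMQ (0% thinned). The neurotrophic list moved to percentile 21.97, the fibroblast list to 99 and the fascial list to 0.88. Of the 10 highest and 10 lowest ratios, 1 and 2 were shared. Fewer cells are part of this setting by construction, and the cause of these changes was not tested further.

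With a mitochondrial maximum of 10%, 1001 IMQ cells were kept, the Coch log2 ratio was -1.90, the neurotrophic list lay at percentile 4.27 and the dermal sheath list at 42.9, and 6 of the lowest ratios were shared. Without doublet removal the dissociation stress list lay at percentile 96.5, and as a mean over cells at 95.8. Over all kept cells it reversed to percentile 1.11, the neurotrophic list lay at 33.0 and the fibroblast list at 97.9, and 1 of the lowest ratios was shared. That setting adds the 2 unnamed clusters, and the heat-shock genes Hspa1a and Hspa1b and Junb were among the leading genes of cluster 4. A limit of 20 CPM left 4 of the highest and 2 of the lowest ratios shared.

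Over all deposited barcodes there were 12 Tnc UMIs in UT and 4 in IMQ, and the Coch log2 ratio was -0.54. The interferon list moved to percentile 99.8, the stress list reversed to 0, and the neurotrophic, fibroblast and dermal sheath lists lay at 34.4, 99.4 and 74.1. The IL-17 and NF-kB list, with too few genes for a median in the main setting, had 5 measured genes there and lay at percentile 99.8 (median 0.21). Its member Cxcl1 had 23 of its 32 IMQ UMIs there in 1 barcode, and no percentile was computed without that barcode. The proliferation list lay at 11.4 (5 genes, median -1.26) and the dermal papilla list at 78.1 (5 genes, median -0.46) in this setting. Of the highest ratios 6 were shared and of the lowest 0. In barcodes with at least 10 Malat1 UMIs there were 12 Tnc UMIs in UT, and the Coch log2 ratio reversed to 4.59 (2.49 to 7.76), from 2 UMIs in UT and 15 in IMQ. The unnamed cluster 4, led by Malat1, held 4 IMQ Coch UMIs in 7 cells. With no maximum of genes, the cluster led by Malat1 held 15 in 8 cells. The 15 IMQ UMIs may therefore rest largely on 1 barcode, and the ratio without such a barcode was not computed. The cause of these changes was not tested.

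The remaining 8 Coch ratios kept their result, as did the interstitial matrix list at percentile 99.8 or more. For Pdgfra, Plin2, Cd44 and Cxcl12, 5 of 48 other values moved. All 4 main intervals covered 0, and each ratio took the other sign in at least 1 setting: Pdgfra with at least 500 genes (1.43), with TMM scaling or with at least 10 Malat1 UMIs (1.61), Plin2 with at least 10 Malat1 UMIs (1.69), and Cd44 (-0.58) and Cxcl12 (-0.03) over all deposited barcodes. The intervals of Cxcl12 were clear of 0 in the settings named in the report. The Tnc sums of the Coch-high cluster were 0 in each setting, which says nothing about their stability, since fibroblast-like cells held at most 1 Tnc UMI in any clustering. The depth limits what can be said of Tnc, since 0 UMIs allow up to 9.46 CPM in IMQ.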

Other observations

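The tests of Malat1, of the Gm42418 share other than that at matched depth, of the mitochondrial filter on Coch, and of cytosolic and membrane-bound mRNAs were chosen only after related results were seen.

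The number of IMQ cells kept here was 548. That is lower than the value quoted from the study above. The IMQ matrix held 5047 barcodes before any filter. That is already lower than the value quoted from the study above, so it is not known whether this is the matrix the study analysed, and IMQ values here, the absence of Tnc UMIs among kept cells included, cannot be carried over to the study's own IMQ cells. The number of UT cells kept here was 1033, or 1045 before the doublet step. That is also lower than the value quoted from the study above, so the filters as stated did not give the study's number of cells in either library, and the cause was not tested. The number of clusters here was 5. That is lower than the value quoted from the study above, and the clusters were rebuilt here.

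Malat1, a nuclear noncoding RNA that overlaps Gm27694 on its own strand and Gm37376 on the other, was seen in few barcodes, 9.33% in UT and 2.28% in IMQ, and this pattern was singled out after its values were seen. In UT depth did not account for it, since 62 of the 100 UT barcodes with at least 2000 UMIs, 62% (51.7% to 71.5%), had none. In IMQ only 15 barcodes were that deep, 5 of them, 33.3% (11.8% to 61.6%), had none and 8 had 10 or more Malat1 UMIs, too few to decide. Free RNA alone, in like amounts per barcode, would spread fascial markers evenly over kept barcodes without Malat1. Their variance was 1.88 times that of an even spread in IMQ and 3.13 times in UT, against at most 1.19 in 1000 reshuffled draws. Free RNA in differing amounts per barcode could also exceed an even spread, so the test does not exclude it. The Malat1-rich barcodes, with at least 10 Malat1 UMIs, numbered 39 in UT and 11 in IMQ. The sum of 7 other nuclear RNAs was higher in them than in barcodes without Malat1, by a log2 ratio of 6.58 (6.13 to 7.07). The sum was carried by Neat1 (276 UMIs with Malat1 and 26 without), Meg3 (192 and 13) and Kcnq1ot1 (64 and 0), while Mirg, Snhg11 and Miat had at most 7 UMIs and Xist had 0. Among barcodes with at least 3 fibroblast markers the ratio was 6.77 (6.31 to 7.28). These ratios do not compare cells of 1 type. Of the 15981 Malat1 UMIs of kept UT cells, 15892 lay in the unnamed cluster 4, which Malat1 leads, and 1 of 1506 fibroblast-like cells had 10 or more. At least 3 fibroblast markers were also seen in 5583 of the 6215 barcodes without Malat1. The cells were sorted for the Pdgfra lineage, so this count does not show whether a limit of 3 markers picks out fibroblasts. Free RNA in barcodes without Malat1, little Malat1 in fibroblasts, a loss of Malat1 alone and nuclear RNA missing from most barcodes therefore cannot be told apart here.

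The higher share of Gm42418 in IMQ was not due to a few barcodes, since its 5th percentile over kept IMQ cells was 5.82%, above the UT 95th percentile of 2.80%. Shallower cells did not explain it, since the 372 kept UT cells of like depth had a median of 1.11%. AY036118 in the same ribosomal RNA locus rose by a like log2 ratio, 3.53, while ribosomal protein genes (-0.12) did not, which is consistent with UMIs from that locus. Each Cell Ranger version had 1 library, so version, batch and treatment cannot be told apart.

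The lower Coch level in IMQ did not rest on the 1 UT cell with the most Coch UMIs (-2.91 without it), but it may rest on a few cells. Over all deposited barcodes, the top 5 held 59.6% of the UT and 58.6% of the IMQ Coch UMIs. No ratio without these top 5 is given. Over barcodes with 200 to 5000 genes and no mitochondrial maximum the Coch log2 ratio was -0.35 (-0.67 to -0.04). There, 1 IMQ barcode with 17.1% mitochondrial UMIs held 68 of the 145 IMQ Coch UMIs, and without it the log2 ratio was -1.26 (-1.66 to -0.88). With the filter, over all kept cells, which like that setting hold every class, it was -2.50 (-3.66 to -1.53). Without the 1 barcode the intervals overlapped, so whether the filter accounts for part of the difference stays open.

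Dbp, an output gene of the circadian clock, was higher in IMQ. If the skins were taken at other times of day, genes in phase with Dbp should be higher in IMQ and genes in antiphase lower. The 9 genes in phase had 32 UMIs in UT and 46 in IMQ, a log2 ratio of 1.71 (1.03 to 2.41). The 5 in antiphase had 68 and 6, a log2 ratio of -2.32 (-3.81 to -1.12). Members did not all follow. Nr1d2 and Tef carried most of the rise, Per1 (4 UMIs in UT and 1 in IMQ) and Nr1d1 (8 and 2) did not share it, and 45 of the 68 antiphase UMIs were from Clock. The sums are consistent with another time of harvest, and an effect of imiquimod on the clock was not tested.

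Actb, chosen after its values were seen, had 4713 UMIs in UT and 216 in IMQ, a log2 ratio of -3.26 (-3.46 to -3.06), while the matrix list was higher. A candidate explanation is a loss of cytosolic more than membrane-bound mRNA. It was tested with 18 cytosolic and 21 membrane-bound genes, of which 1 cytosolic gene, Cfl1, had been seen among low ratios. The membrane median exceeded the cytosolic one by 0.49. In cells with at least 500 genes the gap was gone. The medians there were -0.77 for the membrane list (percentile 0.66) and -0.76 for the cytosolic list (percentile 0.70). In the other settings run for these lists the membrane median stayed above the cytosolic one. It was -0.47 against -0.78 over all kept cells and -0.63 against -1.46 over all deposited barcodes. In the main setting the cytosolic list lay at percentile 0.53 of matched random lists, as predicted. The membrane list lay at 49.9, where one at or above the upper limit for random lists had been predicted. Since only part of the prediction held, the test leaves this explanation open.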
